A study of Mus musculus with 4 samples. Its data were reported in "Comprehensive Analysis of PPARα-Dependent Regulation of Hepatic Lipid Metabolism by Expression Profiling" (2007).

How the data were processed

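Total liver RNA of 5 male mice per group was pooled and hybridized to Affymetrix MOE430A arrays, 1 array for each of the 4 groups formed by 2 genotypes and 2 feeding states. The fed groups were sampled when the dark period ended, and the fasted groups went without food for 24 hours from lights on. The study's methods state that RNA was screened for integrity before labelling. The group of each array was taken from its label. The sources differ on the amount of RNA labelled and on whether every pool held the full number of mice, and the number given in the series' design text is used here.

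The deposited values are intensities on a linear scale that the authors computed with GCRMA (version 2.20 in the submitters' processing notes), which corrects the background with probe sequence information, normalizes quantiles between arrays and summarizes the probes of each probe set. The set of arrays that was normalized together is not given in the sources used here. No scanner files were used, so the background correction and the normalization could not be redone. The medians of the 4 columns were 14.4, 14.4, 14.4 and 14.6 units, with the brightest probe set of each array between 26249 and 31042 units, which shows that the values are not logarithms. They were converted to log2 here. The table holds 22690 probe sets, of which 64 are controls. Of all probe sets, 20393 name 1 gene, 691 name several and 1606 are unnamed in the annotation used here. Symbols were checked against the RefSeq gene table of assembly GRCm38.p6 through the gene identifiers for 20364 probe sets, and 0 symbols needed to be updated. No gene was named from a probe set that lists several genes, so a gene without a probe set of its own is not reported. No coordinates are given because the array values carry no genome build.

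Each comparison is a log2 difference between 2 arrays. No test was run and no p-value is given, since a group holds 1 array. Following the study's methods for pooled arrays, a probe set was counted when it differed by 1.5-fold or more, with no filter and no floor. For genes, the probe set with the highest mean log2 value over the 4 arrays was used, and values below log2 of 4 (16 units) were set to that floor. Where the dimmer array was at the floor, the fold is a lower bound and is written as at least. A gene at the floor on all arrays was not measured. The number of arrays limits the precision of every value.

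The 35 gene lists and the rule for naming genes were fixed before the data were examined. The lists covered fatty acid oxidation (mitochondrial, peroxisomal and microsomal), ketone bodies, fatty acid uptake, fatty acid and triglyceride synthesis, cholesterol synthesis, lipases and lipid droplets, the genes the study selected, gluconeogenesis, glycolysis and glycogen, bile acids, lipoproteins, the acute phase and interferon responses, amino acid catabolism, oxidative phosphorylation, the circadian clock, xenobiotic metabolism, male-biased and female-biased genes, stress of the endoplasmic reticulum, cell cycle, immediate early genes, heat shock proteins, and markers of 10 cell types. For each list the median log2 difference of its measured members was set against 10000 random lists of the same size, drawn from 20 bins of mean expression. The percentile describes these 4 arrays and is not a test. Named genes were the 10 largest differences in each direction for fasted null against fasted wild-type and for fasted against fed wild-type, the 5 largest for the remaining comparisons, each with at least 128 units (log2 of 7) on the brighter array, up to 4 members of each list described, Ppara, and the 8 genes the study selected. Correlations and overlaps were computed only between comparisons that share no array.

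The alternatives tried were a 2-fold threshold, a floor at log2 of 4 for the counts and of 6 or none for genes, a filter at log2 of 6 (64 units), quantile normalization of the 4 arrays, centring on the median of probe sets at 64 units or more on all arrays, removal of an intensity-dependent trend by lowess (fraction 0.3), leaving out probe sets whose suffix marks possible matches to several transcripts, averaging the probe sets of a gene, and counting genes. The procedure was tested on simulated data made from the real means of the 22626 probe sets, with a noise SD of 0.15 per array and 200 changed probe sets in the comparison of the fasted arrays. The threshold recovered 100% of 2-fold increases, 100% of 2-fold decreases, 100% of 4-fold increases and 12% of 1.25-fold increases, with 146 unchanged probe sets past it. Of 200 unchanged lists 3% left the central 95%. The noise SD was a setting and was not estimated from these arrays. Different probe sets of the same gene scattered with an SD of 0.36 between the fasted arrays. The simulated rates hold for the chosen noise only, and more noise would put more unchanged probe sets past the threshold. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.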

Results

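Liver RNA was profiled in 4 groups of male mice that differed in genotype and in feeding state. Wild-type mice of the substrain 129S1/SvImJ and PPARα-null mice of the substrain 129S4/SvJae were either fed or fasted for 24 hours, and the RNA of the 5 mice in each group was pooled and hybridized to 1 Affymetrix MOE430A array. PPARα is a nuclear receptor that is activated by fatty acids and governs much of hepatic fatty acid catabolism, so the fasted state, in which fatty acids reach the liver from adipose tissue, was the state in which its absence was examined. With 1 pooled array per group there was no replicate check on any difference and no p-value was computed. The wild-type and null mice came from different substrains, and a difference between genotypes could not be separated from a difference between substrains. The 22626 probe sets that are not controls had a median intensity between 14.4 and 14.6 on the 4 arrays. Between 23.0% and 23.7% of them lay at 64 units or above. Of the 12393 genes named by a probe set of their own, 6947 were measured, which means that at least 1 array was above the floor of 16 units.

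The targeted gene was examined first. The Ppara probe set read 583 units in fed wild-type liver and 755 units in fasted wild-type liver. It read 104 units in fed PPARα-null liver and 16.3 units in fasted PPARα-null liver. Ppara was therefore 5.61-fold lower in the null pool in the fed state and 46.3-fold lower in the fasted state. Both differences were in the direction of the labels. The fasted null value was close to the floor of 16 units, so the size of the fasted fold is uncertain. Where this probe set lies relative to the disrupted part of the gene was not known here, so the remaining signal in the fed null pool cannot be read as receptor messenger RNA.

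The comparison of fasted PPARα-null with fasted wild-type liver addressed which genes depend on PPARα during fasting. The largest deficits in the null pool included genes of fatty acid omega-oxidation beside genes of other functions. Cyp4a14, a microsomal fatty acid omega-hydroxylase, read 7278 units in fasted wild-type liver and was at the floor in fasted null liver, so it was at least 455-fold lower. Vnn1, which encodes the pantetheinase vanin 1, was at least 112-fold lower and the omega-hydroxylase gene Cyp4a31 at least 67.1-fold lower. Cox6b2, which encodes a cytochrome c oxidase subunit isoform, was at least 52.6-fold lower, the small GTPase gene Rab30 at least 24.8-fold lower and Retsat, which encodes retinol saturase, 24.0-fold lower. Chac2 was at least 20.6-fold lower, the succinate receptor gene Sucnr1 18.3-fold lower and Phlda1 17.4-fold lower. Sucnr1 read 17.6 units in fasted null liver, close to the floor, so its fold is uncertain. Members of the Cyp4a family are nearly identical in sequence, and the values of its single members are uncertain for that reason.

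Genes of the 2 β-oxidation systems were lower together in the fasted null pool. Of the 19 measured genes of mitochondrial β-oxidation, 17 were at least 1.5-fold lower and 0 were at least 1.5-fold higher, with a median log2 difference of -1.31. This median lay below those of all 10000 random lists matched on expression. Eci1 was 7.28-fold lower, the carnitine-acylcarnitine carrier gene Slc25a20 6.79-fold lower, the carnitine palmitoyltransferase gene Cpt2 6.33-fold lower and Etfdh 5.89-fold lower. Of the 18 measured peroxisomal genes, 14 were lower and 0 higher, with a median of -1.64 that also lay below all random lists. Decr2 was 16.8-fold lower, Ehhadh 6.83-fold and Acaa1a 5.34-fold, and Ech1 had a log2 difference of -2.58. In the short list of microsomal omega-oxidation, 3 of 5 measured genes were lower, with a median of -2.93, and Cyp4f14 was 2.23-fold higher. Of the 3 measured genes of ketone body metabolism, Acat1 had a log2 difference of -1.14 and Bdh1 was 2.04-fold lower, while the transporter gene Slc16a1 was 1.35-fold lower and so did not reach the threshold, and the median was -1.03.

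Other branches of lipid and glucose metabolism were also lower in part. Among 20 measured genes of fatty acid and triglyceride synthesis, 9 were lower and 1 was higher, with a median of -0.54 at percentile 0.03 of the random lists. Gpam, which encodes the acyltransferase of the first step of glycerolipid synthesis, was 9.28-fold lower and the desaturase gene Scd1 5.38-fold lower, whereas the lipogenic regulator gene Thrsp was 6.79-fold higher. The list of fatty acid uptake, binding and activation had 6 of 13 members lower and 2 higher, with a median of -0.37 at percentile 1.51. In it Acsl5 was 2.96-fold and Fabp1 2.64-fold lower, while Fabp5 was 2.06-fold and Fabp4 1.96-fold higher. The bile acid list had 6 of 16 members lower and 3 higher, with a median of -0.44 at percentile 0.15. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, was 14.8-fold lower and the bile acid receptor gene Nr1h4 6.65-fold lower, while Nr0b2, the gene of a corepressor that Nr1h4 induces, was 2.88-fold higher. In the list of glucose uptake, glycolysis and glycogen, Slc2a2 was 3.36-fold lower, Gys2 2.48-fold lower and Khk 1.66-fold lower, and the list median was -0.37 at percentile 1.45, which entered the central range when the probe sets of each gene were averaged. Lipases and lipid droplet proteins (5 of 13 lower, 0 higher, median -0.14) stayed within the central 95% of random lists, although the droplet protein gene Plin5 was 8.78-fold lower and G0s2 3.04-fold lower. Angptl4 of this list was 1.87-fold lower in its brightest probe set but had a log2 difference of 1.64 in the other direction when probe sets with ambiguous design suffixes were left out, so its direction is open.

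Genes higher in the fasted null pool included secreted proteins of the acute phase response. Lcn2, the gene of the iron-siderophore binding protein lipocalin 2, was 65.7-fold higher, and Saa2, a serum amyloid A gene, 36.7-fold higher. Lcn2 read 18.8 units in fasted wild-type liver, close to the floor, so its fold is uncertain. Of the 21 measured acute phase genes, 9 were higher and 0 lower, with a median of 0.46 above all random lists. Orm2 was 13.5-fold and Saa1 11.6-fold higher. Members of the Saa and Orm families are similar in sequence and their separate values are uncertain. Markers of Kupffer cells and macrophages were higher alongside them, with 10 of 12 measured genes past the threshold, 0 lower and a median of 0.92. The complement genes C1qb and C1qa were 3.59-fold and 2.91-fold higher. Markers of stellate cells and fibroblasts had a median of 0.40 at percentile 99.4, with Vim 2.87-fold higher, a position lost with averaged probe sets and with a floor at 64 units, whereas hepatocyte markers had a median of 0.09 within the central range. Dimmer probe sets of Vim had log2 differences of 0.505 and 0.259, below the threshold.

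The other genes with the largest excess in fasted null liver were Cyp2b10, a xenobiotic-metabolizing cytochrome P450 gene, at 44.6-fold, the circadian repressor gene Bhlhe40 at 28.2-fold, the chemokine gene Cxcl14 at 27.8-fold and Cdkn1a, the gene of the cell cycle inhibitor p21, at 27.5-fold. In a second, dimmer probe set Cxcl14 had a log2 difference of 1.49. Eppk1 was at least 22.1-fold higher, the metallothionein gene Mt2 21.5-fold, the estrogen sulfotransferase gene Sult1e1 20.5-fold and the tubulin gene Tubb2a 19.6-fold. Xenobiotic metabolism as a list had 8 of 25 members higher and 2 lower, with a median of 0.36 above all random lists. In that list Gstm2 was 5.28-fold higher and Cyp2c39 13.4-fold lower, both members of families of similar sequence. The circadian clock list had 7 of 15 members higher and 3 lower, with a median of 0.58 that moved to 0.17 and into the central range with a floor at 64 units. Nfil3 was 4.88-fold and Rora 2.29-fold higher, and Dbp was 2.05-fold lower. Another probe set of Rora had a log2 difference of 0.551, below the threshold. Immediate early genes had 6 of 11 members higher and 1 lower, with a median of 0.69 that was 0 with a floor at 64 units. Klf6 (5.49-fold), Dusp1 (3.42-fold) and Myc (3.29-fold) were higher, while Egr1 was 6.83-fold lower. In the cell cycle list 4 of 11 measured genes were higher, namely Cdkn1a, Gadd45a (3.44-fold), Btg2 (2.70-fold) and Ccnd1 (1.82-fold). The first 3 of these encode growth inhibitors. The list median of 0.32 also entered the central range with the higher floor, and most listed genes of replication and mitosis were at the floor.

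Sterol synthesis differed in the opposite direction from fatty acid oxidation. Of 17 measured genes of cholesterol synthesis and uptake, 7 were higher in fasted null than in fasted wild-type liver and 1 was lower, with a median of 0.45 at percentile 99.99. Cyp51 was 6.71-fold higher, Msmo1 5.44-fold, Fdps 3.73-fold and Nsdhl 3.63-fold. A second, dimmer probe set of Cyp51 had a log2 difference of 0.51, below the threshold. The Fdps difference rested on low values of 18.4 and 68.4 units, and it had a log2 difference of 0.22 when all of its probe sets were averaged. Amino acid catabolism and the urea cycle had a small positive median of 0.21 with 3 of 25 members higher and 1 lower, among them Prodh at 2.31-fold higher, and the median lay in the central range at 0.10 with averaged probe sets. Gluconeogenesis and the fasting response went both ways, with 6 of 17 members higher and 5 lower. Pdk4, which encodes a kinase that inhibits pyruvate dehydrogenase, was 4.06-fold higher, while Gpd1 was 5.98-fold and the coactivator gene Ppargc1a 3.12-fold lower. The median of the 24 measured genes of oxidative phosphorylation was -0.09, and Cycs was the 1 member past the threshold.

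In all, 1101 probe sets were at least 1.5-fold higher and 1756 at least 1.5-fold lower in fasted null than in fasted wild-type liver. The lower ones made up 61.5% of these. Centring each array on its median over bright probe sets raised the fasted null array by 0.10 and lowered the fasted wild-type array by 0.05 on the log2 scale. With that centring 1901 probe sets were higher and 1256 lower, so that the share of lower probe sets was 39.8%, and the balance of the 2 directions depends on the scaling. Of the 34 lists with a measured member, 9 had a median below and 11 above the central 95% of random lists. For lists drawn at random 1.7 would be expected outside it. The real lists hold genes of related function, some share members, and the list of the study's selected genes was chosen partly on these arrays. The comparison with 1.7 is therefore not a test.

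**Figure D1:**
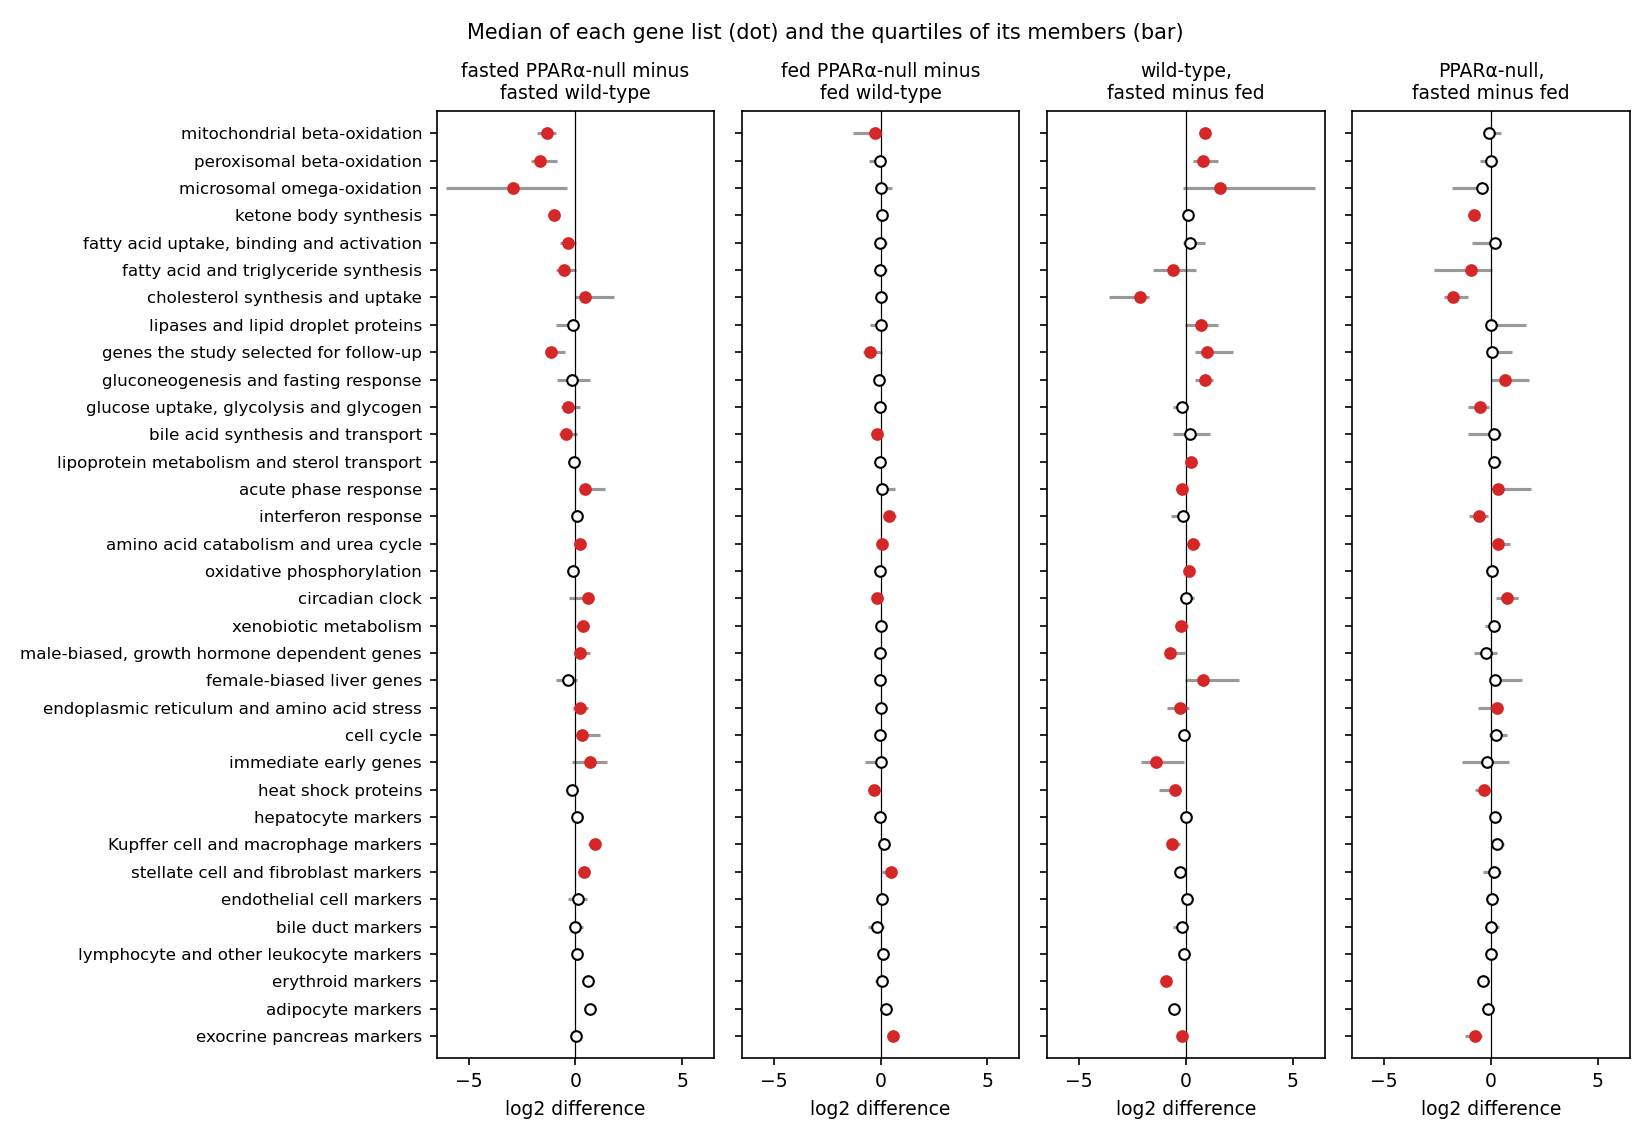
Median log2 difference of each gene list (dot) with the 25th to 75th percentile of its measured members (bar) in the 4 comparisons, 1 pooled array per group. Filled red dots mark medians outside the central 95% of 10000 random lists matched on expression. Mitochondrial β-oxidation sits at -1.31 in the fasted comparison of genotypes, at -0.27 in the fed one, at 0.90 for fasting in wild-type and at -0.08 for fasting in PPARα-null liver.

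The 8 genes that the study chose for follow-up were chosen partly on these arrays, so their direction here is not independent evidence. In the fasted state 5 of the 7 measured genes were lower in the null pool and 0 were higher, with a list median of -1.14. Etfdh and Etfb, which pass electrons from flavoprotein dehydrogenases to the respiratory chain, were 5.89-fold and 1.99-fold lower. The phosphatidylcholine transfer protein gene Pctp was 3.02-fold lower, Txnip 2.25-fold lower and the monoglyceride lipase gene Mgll 2.21-fold lower. A dimmer probe set of Pctp had a log2 difference of -0.448, below the threshold. Pnpla2, the gene of adipose triglyceride lipase, read 548 units in fasted wild-type and 620 units in fasted null liver, a log2 difference of 0.18. The hormone-sensitive lipase gene Lipe was at the floor on all 4 arrays, and the endothelial lipase gene Lipg was at 16.2 units in fed wild-type liver and at the floor on the remaining arrays, so neither could be compared.

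**Figure D2:**
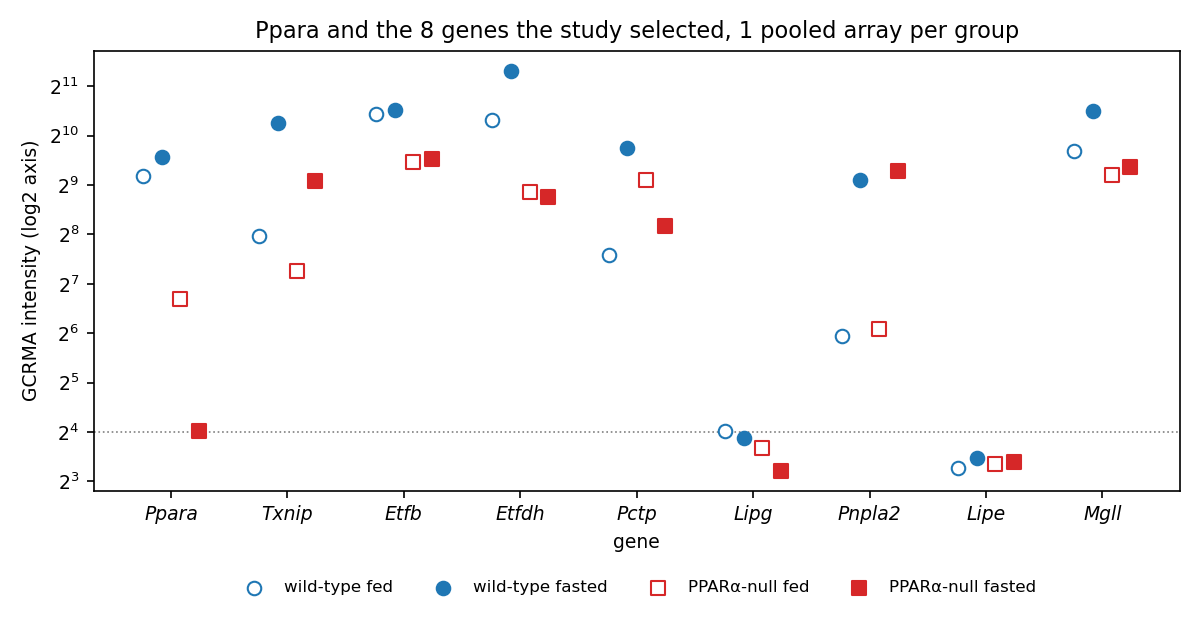
GCRMA intensity on a log2 axis of Ppara and of the 8 genes the study selected, with 1 point per pooled array (circles for wild-type, squares for PPARα-null, open for fed, filled for fasted). The dotted line is the floor of 16 units. Pnpla2 was at 61.9 and 67.7 units in the fed pools and at 548 and 620 units in the fasted pools, whereas Etfdh was at 1279 and 2549 units in wild-type and at 464 and 433 units in null liver.

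In the fed state fewer genes differed between genotypes. Decr2, which encodes a peroxisomal dienoyl-CoA reductase, was 13.2-fold lower in fed null liver, Ppara 5.61-fold lower and Slc25a20 4.87-fold lower. Angptl4 was 6.23-fold lower and Anp32a 5.74-fold lower, but without probe sets of ambiguous suffix Angptl4 was at the floor on both fed arrays and Anp32a had a log2 difference of -0.10. Mitochondrial β-oxidation had 8 of 19 genes lower and 0 higher, with a median of -0.27 below all random lists. Acadl was 3.46-fold, Cpt2 2.89-fold and Etfdh 2.75-fold lower in this list. Peroxisomal β-oxidation had 4 of 18 genes lower and 1 higher and a median of -0.03 within the central range, with Eci2 4.03-fold and Ech1 2.92-fold lower and Acot4 2.45-fold higher. Higher in fed null liver were Cyp4a14 at 21.8-fold, Sult1e1 at 18.9-fold, Ndrg1 at 7.71-fold, 2210010C04Rik at 7.28-fold and the acyl-CoA thioesterase gene Acot1 at 6.12-fold. The Cyp4a14 fold is uncertain, since its fed wild-type value of 16.3 units was close to the floor. The 2210010C04Rik value rests on a probe set of ambiguous suffix, and the other 2 probe sets of this gene were at the floor on all arrays. Acot1 and its neighbours are near-identical copies, which makes its value uncertain.

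Some further lists stood apart in the fed comparison. Of 21 acute phase genes 6 were higher and 0 lower, but the median of 0.06 lay within the central range. Lcn2 read 84.9 units in fed null and was below the floor in fed wild-type liver, and Saa2 was 5.21-fold higher. The interferon response had a median of 0.40 above all random lists, with 3 of 10 genes higher, namely Igtp (2.07-fold), Psmb8 (2.02-fold) and Irgm1 (1.68-fold). Stellate cell and fibroblast markers had a median of 0.47, or 0.20 and inside the central range without suffixed probe sets, with Col3a1 2.61-fold and Pdgfrb 2.49-fold higher. Markers of the exocrine pancreas had a median of 0.60 above all random lists, with 5 of 8 measured genes higher, although their values were low. With a floor at 64 units only Cela1 stayed measured, with a difference of 0.43 inside the central range. The highest of those with a difference past the threshold, Cela2a, read 53.3 units, and another probe set of Cela3b read 84.8 units. Heat shock protein genes had a median of -0.29, with Hspa1b 4.33-fold, Hsph1 2.27-fold and Dnajb1 1.78-fold lower. The circadian list had a median of -0.17, or -0.08 and inside the central range with averaged probe sets, with Dbp 3.71-fold lower, and the bile acid list -0.17 with Abcb4 1.65-fold lower. Cholesterol synthesis did not stand apart, with a median of 0.01. Of the study's selected genes, Etfdh, Etfb (1.97-fold) and Txnip (1.63-fold) were lower in fed null liver and Pctp was 2.85-fold higher. However, second, dimmer probe sets gave log2 differences of 0.30 for Txnip and 0.556 for Pctp, both below the threshold.

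A total of 320 probe sets were higher and 262 lower in fed null than in fed wild-type liver. Of the probe sets lower in fed null liver, 48.9% were also lower in the fasted comparison, which shares no array with the fed one, against 7.76% of all probe sets. The higher sets of the 2 comparisons had 99 probe sets in common, against 15.6 for independent lists. Both reference values run over all probe sets, while those at 64 units or more held 341 of the 582 fed differences. Shared brightness can therefore raise the overlap above them. The overlap covers differences that were present in both feeding states, whether they come from the receptor or from the substrain. Across the 6032 probe sets at 64 units or above on at least 1 array, the fed and the fasted log2 differences between genotypes correlated with a Pearson r of 0.29 and a Spearman rho of 0.22, and across all probe sets with 0.21 and 0.10. Probe sets are not independent replicates.

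Fasting in wild-type liver was examined next. The genes with the largest excess after fasting were again Cyp4a14 at 446-fold, Cyp4a31 at no less than 67.1-fold and Vnn1 at 50.7-fold. Cyp4a14 read 16.3 units in fed wild-type liver, close to the floor, so its fold is uncertain. The metallothionein gene Mt1 was 48.2-fold and Mt2 13.8-fold higher, while a second probe set of Mt1 was below the floor on both wild-type arrays. Cyp17a1, a steroid hydroxylase gene, was 37.7-fold higher, Lpin1, which encodes a phosphatidate phosphatase and transcriptional coactivator, 28.1-fold, Rab30 at least 24.8-fold, Acot1 22.4-fold and the glucocorticoid-responsive gene Fkbp5 15.5-fold. Of the 19 mitochondrial β-oxidation genes 14 were higher and 0 lower, and of the 18 peroxisomal genes 13 were higher and 0 lower, with medians of 0.90 and 0.81 above all random lists. Crat was 7.86-fold and Pex11a 7.98-fold higher. Gluconeogenesis and the fasting response had 11 of 17 genes higher and 0 lower, led by Igfbp1 at 6.85-fold and Got1 at 3.50-fold. Pnpla2 was 8.85-fold, Plin5 7.95-fold and Txnip 4.85-fold higher.

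The largest deficits after fasting in wild-type liver included many genes of sterol and fatty acid synthesis. Fdps, which encodes farnesyl diphosphate synthase, was 59.5-fold lower, Cyp51 26.7-fold, Idi1 24.9-fold, the lipogenic transcription factor gene Srebf1 22.9-fold and Msmo1 22.7-fold. In fasted wild-type liver Fdps read 18.4 units and Srebf1 16.9 units, close to the floor, so their folds are uncertain. Angptl8 was at least 30.5-fold lower, Mid1ip1, the gene of an activator of acetyl-CoA carboxylase, 22.1-fold, Hsd3b2 21.5-fold, Fos at least 19.3-fold and Hsd3b5 16.8-fold. Of 17 genes of cholesterol synthesis and uptake 14 were lower and 0 higher, with a median of -2.16. Of 20 genes of fatty acid and triglyceride synthesis 10 were lower and 5 higher, with Fasn 8.05-fold lower. Immediate early genes had a median of -1.38 and heat shock proteins had a median of -0.51, with Hspa1b 9.41-fold lower. Male-biased, growth hormone dependent genes had 8 of 14 members lower and 1 higher, with a median of -0.73. Kupffer cell and macrophage markers had 7 of 12 members lower and 0 higher, with a median of -0.66. In total 1016 probe sets were higher and 970 lower in fasted than in fed wild-type liver.

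In the null pools, fasting was accompanied by lower values of sterol synthesis genes, while the medians of both β-oxidation lists stayed near 0. Mitochondrial β-oxidation had 5 of 19 genes higher and 3 lower, with a median of -0.08 within the central range. Acadl was 3.34-fold and Cpt1a 3.04-fold higher, while Eci1 was 1.74-fold lower. Peroxisomal β-oxidation had 2 of 18 genes higher and 4 lower and a median of -0.02. Cholesterol synthesis and uptake had 13 of 17 genes lower and 0 higher, with a median of -1.77 below all random lists, and Idi1 was 19.9-fold and Fdps 16.1-fold lower. Fatty acid and triglyceride synthesis had 11 of 20 genes lower and 2 higher, and Scd1 was 10.9-fold and Gpam 10.6-fold lower. Gluconeogenesis and the fasting response had 9 of 17 genes higher and 2 lower, with a median of 0.64, and Igfbp1 was 10.9-fold and Got1 5.12-fold higher. The genes with the largest excess were Mt1 at 160-fold, Mt2 at 150-fold, Cyp2b10 at 89.2-fold, the phosphate transporter gene Slc20a1 at 32.7-fold and Lpin1 at 29.9-fold. Those with the largest deficit were the glycogen-targeting subunit gene Ppp1r3c at no less than 55.8-fold, Sucnr1 at 54.0-fold, Hsd3b2 at 53.1-fold, Keg1 at 41.0-fold and Chac2 at no less than 38.9-fold. Sucnr1 and Hsd3b2 read 17.6 and 20.0 units in fasted null liver, close to the floor, so their folds are uncertain. A second probe set of Ppp1r3c had a log2 difference of -2.77, and that of Mt1 had at least 2.64.

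Other lists in the fasted null pool were compared with the fed null pool. The circadian clock had 10 of 15 genes higher and 1 lower, with a median of 0.76, and Bhlhe40 was 6.70-fold and Cry2 3.15-fold higher. The acute phase response had 7 of 21 genes higher and 1 lower, with Lcn2 14.6-fold higher, while Kupffer cell and macrophage markers had 4 of 12 higher and 1 lower and a median of 0.30 at percentile 96.3. The interferon response had 5 of 10 genes lower and 0 higher, with Igtp 5.53-fold lower. All 3 measured genes of ketone body metabolism were lower, and the median of -0.81 left the central range at percentile 2.40, a position that was lost under 6 of the 7 alternatives tried. In total 1645 probe sets were higher and 2240 lower in fasted than in fed null liver, or 57.7% lower. With median centring 2424 were higher and 1761 lower, or 42.1% lower.

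The fasting responses of the 2 genotypes share no array and could be compared directly. They correlated with a Pearson r of 0.54 and a Spearman rho of 0.37 across all probe sets, and both coefficients were 0.61 across the 6032 brighter ones. Of the probe sets higher on fasting, 525 were shared, against 73.9 for independent lists, and of those lower, 680 were shared, against 96.0. In contrast 65 probe sets were higher on fasting in wild-type and lower in null liver, against 101 for independent lists, and 23 went the opposite way, against 70.5. Pnpla2 was 8.85-fold higher in wild-type and 9.16-fold in null liver. The responses of Lpin1 and Fkbp5 differed by -0.09 and -0.20 on the log2 scale. In dimmer probe sets these differences were 0.07 for Lpin1 and -0.79 for Fkbp5. The latter is not exact, since both fed values of that probe set were below the floor.

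**Figure D3:**
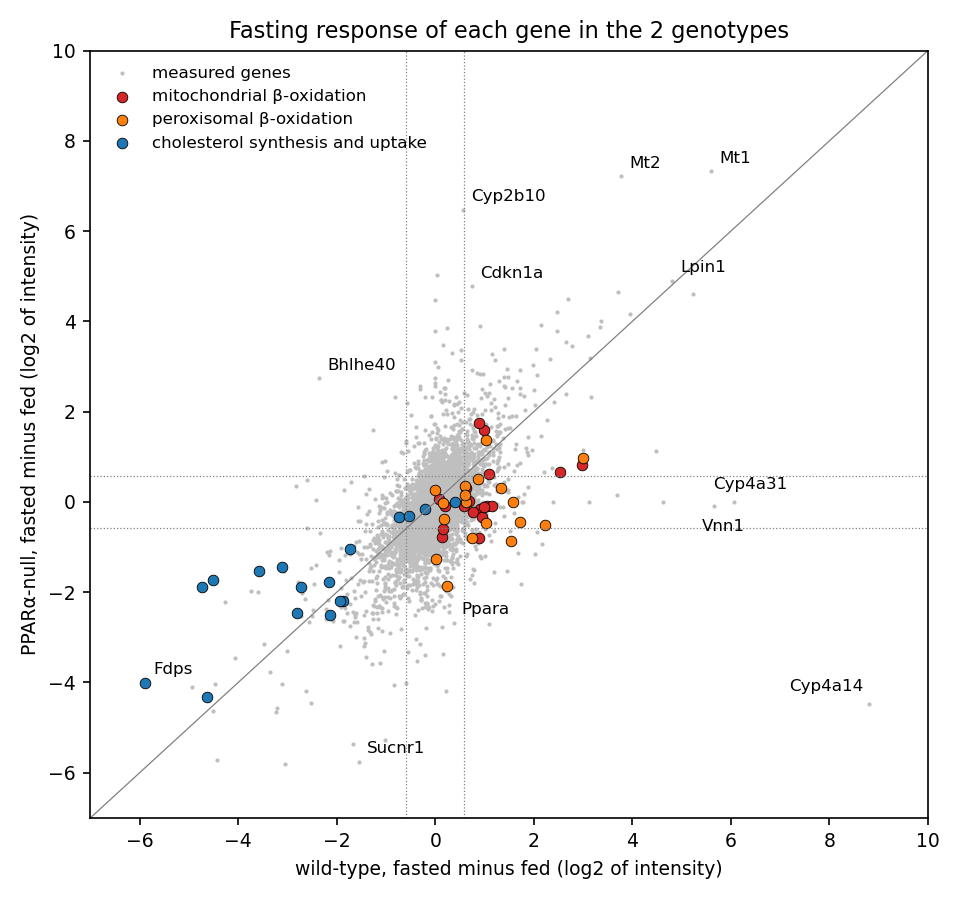
Fasting response (fasted minus fed, log2 of intensity) of each of the 6947 measured genes in wild-type (horizontal axis) and PPARα-null liver (vertical axis), with 3 gene lists coloured. Dotted lines mark the 1.5-fold threshold and the diagonal marks equal responses. Genes of cholesterol synthesis and uptake lie low on both axes (medians -2.16 and -1.77), while those of mitochondrial β-oxidation lie to the right of zero on the horizontal axis and around it on the vertical axis (medians 0.90 and -0.08).

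The difference of the fasting response, wild-type minus null on the floored log2 values, was at least 1.5-fold in favour of wild-type for 1037 genes and in favour of null for 635 genes. These counts were 767 and 979 with median centring, so their order depends on the scaling. The differences of single genes were not tested. The values in favour of wild-type were headed by Cyp4a14 at 13.28 or more, Cyp4a31 at 6.07, Vnn1 at 5.76 or more, Rab30 at 4.63 and Phlda1 at 4.40. Those in favour of null were headed by Cyp2b10 at -5.92, Bhlhe40 at -5.11, Slc20a1 at -4.99, Eppk1 at -4.47 and Cdkn1a at -4.02. Both null arrays were at the floor for Cyp4a31 and Rab30, and both wild-type arrays for Eppk1, so that response was set to 0 and their values are neither exact nor bounds. Mitochondrial β-oxidation had 13 of 19 genes with a difference of 1.5-fold or more in favour of wild-type and 2 in favour of null, with a median of 0.91. Peroxisomal β-oxidation had 11 of 18 genes in favour of wild-type and 0 in favour of null, with a median of 1.16. A difference in favour of 1 genotype can also come from a larger fall in the other. Crot, for example, had a fasting response of 0.23 in wild-type and -1.86 in null liver. Cholesterol synthesis and uptake had a median of -0.39 at percentile 0.04, with the fall on fasting larger by 1.5-fold or more in wild-type for 7 of 17 genes, among them Cyp51 at -2.85, or -0.73 in its dimmer probe set, and Msmo1 at -2.77, and in null for 0. Pctp was 4.51-fold higher on fasting in wild-type and 1.91-fold lower in null liver. In its dimmer probe set the log2 responses were 0.599 and -0.405, with a difference of 1.00. Etfdh had a difference of 1.10, Mgll of 0.64, or 0.49 and 1.14 in dimmer probe sets, Txnip of 0.46, or 1.35 in its dimmer probe set, and Etfb of 0.01.

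No replicate array bounds the technical spread. The 12 hybridization controls had a median log2 difference of 0.16 between the fasted arrays, 0.01 between the fed arrays, 0.10 between the wild-type arrays and 0.23 between the null arrays. Different probe sets of the same gene scattered with an SD of 0.36, 0.21, 0.26 and 0.45 in these comparisons. In the 4 comparisons, 141 of 407 named differences past the threshold had another probe set of the gene above the floor, and in 42 of these at least 1 such probe set did not pass the threshold in the same direction, a count chosen after the values were seen. In the fed comparison of genotypes 95% of the 5542 probe sets at 64 units or above lay between -0.67 and 0.67 on the log2 scale, a range that also holds differences between mice and between genotypes. The 3′ to 5′ signal ratio of Actb, a measure of RNA integrity, was 2.13 on the fed and 2.44 on the fasted wild-type array, and 2.22 on the fed and 2.45 on the fasted null array. The probe set for the middle of 18S ribosomal RNA read 2340 and 2513 units on the fed and fasted wild-type arrays, 1677 units on the fed null array and 827 units on the fasted null array.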

Values the study reported

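The study gave 1847 as its number of probe sets reduced in the fasted null group relative to the fasted wild-type group, with 1.5-fold as the limit.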

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

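The comparisons of direction in this part were chosen after the values were seen. The groups hold 1 array each, and no sample was compared with others of its group. The differences of direction below were not tested. Values are differences of the fasting response on the log2 scale, wild-type minus null.

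Among the 266 genes covered by the naming rule, 16 were higher on fasting by 1.5-fold or more in 1 genotype and lower by 1.5-fold or more in the other. Of these, 9 were higher in wild-type and lower in null liver. They were Cyp4a14 (at least 13.28), Cyp7a1 (3.55), Retsat (3.18), Pctp (3.11), Nr1h4 (2.58), Acaa1a (2.41), Gpd1 (2.18), the fatty acid translocase gene Cd36 (1.78) and Eci1 (1.69). The 7 that went the opposite way were Bhlhe40 (-5.11), Gadd45a (-1.94), Btg2 (-1.93), Nfil3 (-1.81), the complement gene C6 (-1.46), C1qa (-1.33) and the clock gene Per2 (-1.33). Some of their responses lay close to the log2 threshold of 0.585. Gadd45a had -0.594 in wild-type liver, and Per2 had 0.597, C1qa 0.602 and C6 0.635 in null liver. A dimmer probe set of Btg2 had 0.518 in null liver, below the threshold, and was below the floor on both wild-type arrays. Bhlhe40, Nfil3 and Per2 belong to the circadian list and Gadd45a and Btg2 are growth arrest genes of the cell cycle list.

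In 7 genes the difference between null and wild-type liver changed direction between the fed and the fasted state, each by 1.5-fold or more. Cyp4a14 and Pctp are among those above. In a dimmer probe set of Pctp the null minus wild-type differences were 0.556 fed and -0.448 fasted, below the threshold. Its fasting response in null liver, -0.405, was also below it. Acot1 (3.35) and Acot4 (2.17) were higher in null liver when fed and lower when fasted, and Slc20a1 (-4.99), the growth hormone signalling inhibitor gene Socs2 (-1.99) and the fatty acid binding protein gene Fabp5 (-1.77) went the opposite way.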

How the results depend on the processing

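No alternative in this part was chosen after the result was seen. Of 4585 alternative values of named genes, 4409 stayed on their side of 1.5-fold, 132 no longer reached it, 38 newly reached it and 6 changed direction. Of 1180 alternative list medians, 1095 kept their position relative to the central 95%, 43 lost it, 41 gained it and 1 changed direction. Counts are given as higher and lower. With a 2-fold threshold they were 412 and 715 for fasted null against fasted wild-type, 102 and 71 for fed null against fed wild-type, 346 and 378 for fasting in wild-type and 668 and 1059 for fasting in null, with an overlap of 41 probe sets lower in both feeding states. A higher threshold lowers counts by construction. Among probe sets at 64 units or more they were 684 and 1054, 173 and 168, and, for fasting in null, 1022 and 1369. With 1 probe set per gene they were 685 and 1053, 197 and 167, 602 and 610, and 974 and 1377 in the same order. Without suffixed probe sets they were 681 higher in the fasted comparison of genotypes, 180 and 167 in the fed one, 656 and 605 for fasting in wild-type and 1048 and 1428 for fasting in null. The last 3 settings test fewer probe sets. Median centring gave 1901 higher in the fasted comparison of genotypes, and 979 genes with a difference of the fasting response in favour of null. It leaves out of its median the probe sets that drop below 64 units on any array. A floor at 64 units left 596 genes with a difference of the fasting response in favour of wild-type and 378 in favour of null, since dim differences are set to 0. The Pearson correlation of the fasting responses stayed between 0.54 and 0.61. The Angptl4 difference between the fasted arrays, -0.90, was 0.93 with its probe sets averaged and 1.64 without suffixed ones. The Gstm3 difference of the fasting response, -1.02 on floored values, was 0.26 with averaging, 0.87 with a floor at 64 units and 0.65 without suffixed probe sets. That of Hspa1b, 1.42, was -0.19 with the higher floor. The endoplasmic reticulum list had a median of 0.29 for fasting in null and -0.41 with the higher floor. The cause of these 4 changes of direction was not tested beyond the choice named. No paired analysis was possible because each group holds 1 pooled array. Signal over background limited what could be compared, since 6032 of the 22626 probe sets reached 64 units on any array.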

Other observations

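The list medians were planned, and the tests of technical explanations, except the one on second probe sets, were chosen after the result was seen. Amino acid catabolism and the urea cycle had higher medians on fasting in both genotypes, 0.35 in wild-type and 0.31 in null liver, and 0.09 for fed null against fed wild-type (0.02 and inside the central 95% without suffixed probe sets). The argininosuccinate lyase gene Asl was 2.46-fold and 2.87-fold higher on fasting, and Aass, a gene of lysine breakdown, 2.38-fold and 2.25-fold higher. Among genes of lipoprotein metabolism and sterol transport, Abcg5 and Abcg8, which together encode a sterol exporter, were 3.04-fold and 3.72-fold lower in fasted null than in fasted wild-type liver, while the list median was -0.05. That list had a median of 0.24 for fasting in wild-type, inside the central 95% under 3 of 7 alternatives, with Apoa4 2.45-fold higher, and oxidative phosphorylation had a median of 0.15 with 0 of 24 genes past 1.5-fold. Among genes of endoplasmic reticulum and amino acid stress, Asns, the gene of asparagine synthetase, was 2.54-fold and Ddit4 2.33-fold higher in fasted null than in fasted wild-type liver, and Pdia6 was 3.47-fold lower on fasting in wild-type and 4.09-fold lower in null liver.

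Female-biased liver genes had a median of 0.79 for fasting in wild-type with 2 of 4 measured genes higher, Cyp17a1 among them, and 0.00 without suffixed probe sets. Medians for fasted null against fasted wild-type were 0.11 for endothelial, 0.00 for bile duct, 0.08 for lymphocyte, 0.60 for erythroid and 0.68 for adipocyte markers, all inside the central 95%, with 10, 3, 5, 2 and 2 measured genes. The endothelial receptor genes Stab2 and Clec4g differed in opposite directions, Stab2 2.03-fold higher and Clec4g 2.03-fold lower. All 10 skeletal muscle markers were at the floor on the 4 arrays.

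All 8 measured markers of the exocrine pancreas were highest on the fed null array, at low levels, with Prss2 at 52.7 and Cela3b at 50.5 units, or 84.8 units in another probe set of Cela3b. Brighter dim probe sets on this array stay open, since the normalization, which equalizes the arrays, fixes the median log2 difference of the 2558 other genes of like level near 0 (0.000894). Pancreatic tissue in the dissected fed null livers stays open, since 4 of 5 other probe sets of these markers were highest on the fed null array and 1 of Prss2 was not. Cela1 was brighter, at 552 and 745 units in the fed pools and 53.9 and 55.0 units in the fasted pools. A response of the liver to feeding, the genotype and the substrain stay open and were not tested.

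The fed null array kept a Ppara signal and had Cyp4a14 at 356 units. Fed wild-type RNA in that pool is argued against as the source of the Ppara signal by Decr2, which kept 7.56% of its fed wild-type value where Ppara kept 17.8%. Fasted wild-type RNA is argued against as the source of Cyp4a14 by Vnn1, which reached 0.955% of its fasted wild-type value, and by Cyp4a31, which was at the floor and so reached at most 1.49%, where Cyp4a14 reached 4.89%. At that share they would have read 87.9 and 52.5 units. Transcript from the disrupted gene, sequence shared within the Cyp4a family, the substrain and single animals of the pool stay open and were not tested.

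More probe sets passed 1.5-fold on fasting in null than in wild-type liver, by a factor of 1.96. Dim noise is argued against, since the factor was 1.68 among probe sets at 64 units or more. Random measurement error on the array is argued against as the source of most differences in null liver by second probe sets. These went the same way for 91.2% of 409 genes in null and 98.0% of 250 in wild-type liver, and 71.6% and 75.6% also passed 1.5-fold. Its part in the excess stays open, since agreement was lower in null liver. Probe sets of the same gene also scattered more there, with an SD of 0.45 against 0.26. RNA breakdown in the fasted null pool stays open, since the Actb and Gapdh 3′ to 5′ ratios were at most 1.11 times those of fasted wild-type and the 18S 3′ to 5′ ratio was 0.61 on both arrays, but the 18S 3′ to middle ratio was 4.02 against 1.92. Loss of the receptor, the substrain and the composition of the pool were not tested.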
